# FABP5 Inhibition against *PTEN*-Mutant Therapy Resistant Prostate Cancer

**DOI:** 10.3390/cancers16010060

**Published:** 2023-12-21

**Authors:** Manojit M. Swamynathan, Grinu Mathew, Andrei Aziz, Chris Gordon, Andrew Hillowe, Hehe Wang, Aashna Jhaveri, Jude Kendall, Hilary Cox, Michael Giarrizzo, Gissou Azabdaftari, Robert C. Rizzo, Sarah D. Diermeier, Iwao Ojima, Agnieszka B. Bialkowska, Martin Kaczocha, Lloyd C. Trotman

**Keywords:** prostate cancer (PC), PTEN tumor suppressor, lipid signaling, fatty acid binding proteins (FABPs), FABP5, SBFI-103, enzalutamide resistance, apalutamide resistance, taxane resistance, genetically engineered mouse (GEM) models of human cancer, RapidCaP, castration-resistant prostate cancer (CRPC), metastatic castration-resistant prostate cancer (mCRPC), androgen deprivation therapy (ADT)

## Abstract

**Simple Summary:**

Prostate cancer therapy suffers from a lack of effective targets because, typically, success with blockade of the androgen receptor gives way to drug resistance and lethal disease relapse. Large scale genome sequencing efforts have demonstrated that lethal recurrent disease most often presents with loss of the *PTEN* and *TP53* tumor suppressors. Unfortunately, the systematic testing of PTEN/ PI 3-Kinase pathway-specific inhibitors has shown only limited results in prostate cancer trials. Thus, there are currently no FDA-approved drugs targeting this axis in prostate cancer patients. Here we propose a new target, the FABP5 lipid carrier. *FABP5* amplification and surge in expression are strongly correlated to that of the *MYC* oncogene, a known driver of advanced *PTEN*-deficient prostate cancer. Here, we present a new pre-clinical platform to assess the efficacy and biology of inhibiting FABP5 with small molecules. Our platform is based on a PTEN-deficient prostate cancer cell type that is insensitive to standard of care therapies.

**Abstract:**

Resistance to standard of care taxane and androgen deprivation therapy (ADT) causes the vast majority of prostate cancer (PC) deaths worldwide. We have developed RapidCaP, an autochthonous genetically engineered mouse model of PC. It is driven by the loss of PTEN and p53, the most common driver events in PC patients with life-threatening diseases. As in human ADT, surgical castration of RapidCaP animals invariably results in disease relapse and death from the metastatic disease burden. Fatty Acid Binding Proteins (FABPs) are a large family of signaling lipid carriers. They have been suggested as drivers of multiple cancer types. Here we combine analysis of primary cancer cells from RapidCaP (RCaP cells) with large-scale patient datasets to show that among the 10 FABP paralogs, FABP5 is the PC-relevant target. Next, we show that RCaP cells are uniquely insensitive to both ADT and taxane treatment compared to a panel of human PC cell lines. Yet, they share an exquisite sensitivity to the small-molecule FABP5 inhibitor SBFI-103. We show that SBFI-103 is well tolerated and can strongly eliminate RCaP tumor cells in vivo. This provides a pre-clinical platform to fight incurable PC and suggests an important role for FABP5 in *PTEN*-deficient PC.

## 1. Introduction

Prostate cancer (PC) remains the second-leading cause of male cancer deaths in the U.S., with one in eight men developing invasive carcinoma over a lifetime [1]. Landmark bulk tumor analyses [2,3,4], as well as single cell resolution studies [5], point to a single cell of origin, expanding through truncal evolution to periodically overcome the major bottlenecks of metastasis and anti-hormonal therapy. As shown by contrasting primary with metastatic disease [6], we now know that spontaneous deletions of *PTEN* and *TP53* are uniquely and selectively enriched in human metastatic PC, together with amplification of the androgen receptor (AR). These analyses collectively suggest that *PTEN*/*TP53* loss both precedes and can drive metastasis, a hypothesis that is functionally validated in multiple Genetically Engineered Mouse (GEM) models of PC [7]. In contrast, AR amplification is typically triggered by androgen deprivation therapy (ADT) and results in metastatic castration-resistant PC (mCRPC) [8,9]. Although localized PC is treatable if detected early, mCRPC typically becomes incurable even after taking innovative approaches with the latest generations of drugs that directly target the androgen receptor axis of the cancer cell [10]. This *status quo* now highlights two specific needs: (1) the need for new drugs against new targets that effectively kill those cells that have acquired the metastatic and therapy-resistant properties, and (2) cell types that faithfully represent these resistance properties so that new drugs and targets can be tested rigorously.

Fatty acid binding proteins (FABPs) are intracellular proteins that transport lipids to nuclear receptors, whose activation promotes tumor growth and metastasis [11,12,13]. Preclinical and clinical evidence indicates that FABP5, while not expressed in the normal prostate, becomes highly expressed in advanced metastatic prostate cancer and that its expression is linked with reduced patient survival [14,15,16]. Aggressive PC is characterized by dramatically elevated fatty acid metabolism and signaling [17,18,19]. Previous work by us and others suggested that FABP5 functions as a major node in a prostate cancer lipid signaling network by linking cytoplasmic lipid production to nuclear receptor signaling [20,21,22]. From this, it followed that FABP5 could be a novel target for the treatment of mCRPC [23].

Genetically engineered mouse (GEM) models are the gold standard for modeling human cancer because disease progression can be studied in a fully native setting in a much faster time frame. Specifically, GEM models based on somatic gene transfer into the target tissue have been developed and used with great success for understanding the mechanisms behind lethal cancer progression in lung and brain tumors [24,25,26,27]. We use a somatic gene transfer GEM model for advanced prostate cancer termed RapidCaP [28]. This system allows us to go beyond the study of PC progression by revealing mechanisms of endogenous metastasis, e.g., bone, lung, and liver [29]. When testing the efficacy of anti-androgen therapy in RapidCaP, we found that in the short term (weeks), metastatic disease can respond to castration, albeit variably, similar to what is observed in patients. However, in the long term (months), RapidCaP mice invariably present with lethal disease relapse after castration. Thus, this model presents us with an experimental platform to uncover and validate new therapy approaches that can outperform the standard of care.

## 2. Methods

### 2.1. Cell Lines and Culture

All cell lines were tested for mycoplasma in-house, and the human-derived cancer cell lines were authenticated by STR profiling at an external facility (Genetics core, University of Arizona). 22Rv1, DU145, LNCaP, PC3, and RCaP cells were cultured in RPMI-1640 supplemented with 10% fetal bovine serum (FBS) and penicillin–streptomycin. All cell lines were grown at 37 °C with 5% CO_2_.

### 2.2. Cell Viability

2500 cells per well were seeded in low serum media (2% FBS containing RPMI) on a 96-well plate and left to adhere overnight. The next day, the cells were treated with a dilution series of the small molecule in 2% FBS containing RPMI for 72 h. To measure cell viability, the media containing the compound was then removed and MTT solution was added. After labeling cells with MTT, the absorbance was read at 570 nM using the SpectraMax plate reader (Molecular Devices). Alternatively, cell viability was measured immediately post-drug treatment with Cell Titer Glo (G7573, Promega, Madison, WI, USA), per the manufacturer’s instructions, on a SpectraMax plate reader (Molecular Devices). Cell viability in test conditions is reported as a percentage relative to the vehicle-only treated condition. The data were graphically displayed using GraphPad Prism 9 (GraphPad Software, Boston, MA, USA). Each point (mean ± standard error of mean) represents the growth of treated cells compared to vehicle-only-treated cells. The curves were fitted using a non-linear regression model with a sigmoidal dose response.

### 2.3. Animal Trials

100,000 RcaP cells were mixed with an equal volume of matrigel and then subcutaneously injected into Nu/J mice (JAX stock #002019). The tumors were allowed to be engrafted, and post-establishment (2 weeks post-injection), mice were enrolled on a randomized basis to be treated with vehicle, α-SB-FI-103 (20 mg/kg), or α-SB-FI-103 (40 mg/kg). The treatment was delivered via intraperitoneal (i.p.) injections on a daily basis. Tumor volumes were measured using caliper measurements using the following formula: Tumor Volume [mm^3^] = (length [mm] × width [mm] × width [mm])/2.

For immunohistochemistry analysis, tumors from 12 trial animals (4 animals per trial arm) were processed as described using the Roche Discovery XT automated staining platform as described previously [28]. Animal work was carried out under IACUC/IRB-approved protocols for CSHL #23-20-17-14-11-08-3 and SB-SUNY #850980.

### 2.4. Histology Analysis and Quantification

For H&E staining, five-micrometer FFPE sections of tissues were baked in a 65 °C oven overnight and subsequently deparaffinized in xylene, rehydrated by incubation in a decreasing ethanol bath series (100%, 95%, and 70%), and stained with Hematoxylin Stain Solution, Gill 3 (Ricca Chemical Company (Arlington, TX, USA): 3537-32) and Eosin Y (Sigma–Aldrich (Saint Louis, MO, USA): HT110216). Sections were dehydrated in an increasing series of ethanol baths (70%, 95%, and 100%), cleared in xylene, and mounted with Cytoseal XYL xylene-based mounting media (Thermo Scientific (Waltham, MA, USA): 8312-4). The H&E stains were used for histopathological assessment. Images were taken using a Nikon Eclipse 90i microscope (Nikon, Melville, NY, USA) and processed with NIS-Elements (Nikon, Melville, NY, USA).

### 2.5. Immunofluorescence and Immunohistochemistry Staining

Five-micrometer FFPE sections of tissues were baked in a 65 °C oven overnight and subsequently deparaffinized in xylene, rehydrated by incubation in a decreasing ethanol bath series (100%, 95%, and 70%), followed by antigen retrieval in citrate buffer solution (10 mM sodium citrate, 0.05% Tween-20, pH 6.0) at 110 °C for 10 min using a decloaking chamber (Biocare Medical, Pacheco, CA, USA) and 30 min incubation at 4 °C. The histological sections were incubated with blocking buffer (5% bovine serum albumin and 0.01% Tween 20 in 1× Tris-buffered phosphate-buffered saline [TTBS]) for 1 h at 37 °C. The primary antibodies rabbit anti-RFP (1:300; Rockland Immunochemicals, Limerick, PA, USA: 600-401-379) and rat anti-MKI67 (1:300; DAKO: M7249) were added and tissues were incubated at 4 °C overnight. The following day, secondary Alexa Fluor-labeled secondary antibodies (1:300 goat anti-rabbit RRX and 1:800 goat anti-rat AF 647) were added in blocking buffer for 30 min at 37 °C, counterstained with Hoechst 33258 (ThermoFisher Scientific: H3569), mounted with Fluoromount Aqueous Mounting Medium (Sigma–Aldrich: F4680), and coverslipped. For immunohistochemistry, rabbit anti-RFP (1:300; Rockland: 600-401-379) and rabbit anti-MMP9 (1:1000; Abcam: ab283575) were added, and tissues were incubated at 4 °C overnight. MACH 3 rabbit HRP polymer detection (Biocare Medical, Cat. M3R531L) and Betazoid DAB (Biocare Medical, Cat. BDB2004L) were used for the detection. The slides were dehydrated, cleared in xylene, and mounted with Richard–Allan Scientific^®^ Cytoseal™ X.Y.L. Mounting Medium (Fisher Scientific (Waltham, MA, USA), 8312-4). Slides were analyzed using a Nikon eclipse 90i microscope (Nikon Instruments Inc.) equipped with DS-Qi1Mc and DS-Fi1 CCD cameras (Nikon Instruments Inc.). Images (4 different sections per tumor) were quantified using the Imaris 10.0 imaging software from Oxford Instruments (Bitplane AG, Zurich, Switzerland) for immunofluorescence staining and manually for chromogenic staining.

### 2.6. Western Blotting

Whole cell lysates were prepared by removing the culture media, washing with cold PBS, and lysing cells with 1x RIPA buffer containing Mini-complete protease inhibitors (11836170001, Roche, Basel, Switzerland) and phosphatase inhibitor cocktail (4906845001, Roche). Protein concentrations were determined using the Bradford assay, and 20 μg of protein/well was loaded onto the gels. Standard western blotting procedures were followed, and the following antibodies were used: β-ACTIN (Sigma–Aldrich, A3854), FABP5 (Cell Signaling Technology (Danvers, MA, USA), 39926), AR (Santa Cruz Biotechnology (Dallas, TX, USA), sc-7305), FKBP5 (Cell Signaling Technology, 12210S), NKX3.1 (Santa Cruz Biotechnology, sc-393190), β-Tubulin (Cell Signaling Technology, 2146), and Vinculin (Cell Signaling Technology, 13901). Western blots were imaged using Amersham Hyperfilm ECL (Amersham Bioscience, Buckinghamshire, UK), and the scanned images were analyzed using ImageJ software, v. 1.54f).

### 2.7. RNA Sequencing

RNA was extracted from cells stored in TRIzol, -80C (TRIzol Reagent, Thermo Fisher Scientific, cat# 15596026), following the Direct-Zol RNA MiniPrep instruction manual from ZymoResearch (Cat# R2050). The quantity and quality of RNA were determined by Nanodrop. 1μg RNA was converted to cDNA following the Reverse Transcription Kit instructions from Applied Biosystems (high-capacity cDNA Reverse Transcription Kit Cat# 4368813). RNA sequencing was performed using Illumina’s NovaSeq platform with unstranded library preparation. Single-end reads were generated with >19 million reads per sample and a mean quality score >35. The transcript data in fastq files were aligned to the genome using STAR (version 2.7.9a); the genome index was generated using the GRCm 38 primary assembly genome fasta. QC was conducted prior to and after alignment using FastQC and PicardTools, respectively. Transcript quantification was obtained using either STAR counts or Salmon (version 1.5.2). Differential analysis was conducted using DESeq2, and fragments per kilobase of transcript per million mapped reads (FPKM) were exported. RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSM7951577.

### 2.8. Analysis of Publicly Available Datasets

Gene copy number alteration was explored and visualized using the cBIO platform (cbioportal.org) using this Onco Query Language (OQL) for refinement of gene status: Datatypes: MUT AMP HOMDEL HETLOSS GAIN. For RNA expression analysis, we selected the “mRNA expression z-scores relative to diploid samples (RNA Seq V2 RSEM)” option as a criteria with a z = score threshold of 1.5 standard deviations. Visualization and localization of chromosome 8 genes and their copy number status on a PC were done using Nexus Copy Number Software v. 10.0 (now Bionano: bionano.com/nexus-copy-number-software/). False discovery rates (q bounds) were determined as described in [30]. Genetic dependency and gene expression data for AR in cancer cell lines were downloaded from the Cancer Dependency Map (DepMap) portal version 21Q3/22Q4 [31]. The data were graphically displayed using GraphPad Prism 9.4.1.

### 2.9. Statistical Analysis

When appropriate, the analysis was performed using parametric and non-parametric statistical analysis, with a value of *p* < 0.05 considered significant. This analysis used GraphPad Prism version 9.4.1 for macOS (GraphPad Software, Boston, MA, USA).

## 3. Results

### 3.1. The FABP Family in Aggressive Prostate Cancer: Human and Mouse

The *FABP* genes are a family of 10 genetic paralogs that function in lipid signaling [32,33]. To test which of the *FABP* genes are most altered in human PC, we analyzed the TCGA prostate cancer genome data set (TCGA, Firehouse Legacy) curated at cBIOPortal [34,35] at cbioportal.org. This data set contains 489 primary PC samples that were comprehensively profiled for genome-wide copy number alteration, the driving force of prostate cancer, gene mutations, and gene expression changes that compare normal prostate to tumor. As shown (Figure 1A), *FABPs 4, 5, 9,* and *12* gene copy numbers are altered in one-third of the analyzed tumors. This result is driven by a shared pattern of co-amplification due to the close proximity of the four paralogs’ genomic loci. Furthermore, the high amplification frequency in PC is due to their location on the long arm of chromosome (chr.) 8: the chr. 8q whole arm amplification is among the most frequent events of (prostate) cancer. To disentangle their genomic location from gene correlation, we next studied tumor-associated increases in mRNA expression as an individual gene filter that is orthogonal to gene amplification. As shown in Figure 1B (left), *FABP5* topped the cancer-specific high-expression list of *FABP* paralogs, especially among those located on chromosome 8q (shown in red). This indicated that among the chr.8q *FABPs*, only *FABP5* amplification actually results in higher mRNA, which is a prerequisite for any functional consequence of the gene amplification. Furthermore (see Figure 1B, right), we found that *FABP5* high mRNA expression is significantly correlated with *MYC* gene amplification, a well-validated driver gene of prostate cancer. In contrast, expression levels of the other *FABPs* were not correlated with amplification of *MYC*, even for the paralogs that also reside on chromosome 8q (see Figure 1B right, *FABP4*, *-9*, *-12*). 

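RNA sequencing covered RCaP cells, a mouse prostate cancer cell line deleted for Pten and Trp53, grown untreated in complete medium as 2 biological replicates. The deposited files held whole-number read counts for 37310 genes, made by the authors with featureCounts 1.6.0 on polyA RNA libraries. They summed to 32167960 counts in replicate 1 and 36078956 in replicate 2. The paper states a depth of over 19 M reads per sample, and the values given here use the totals of the files. The file headers name a mouse NCBIM37 alignment and the first GENCODE mouse annotation, while the methods name GRCm38 with STAR or Salmon, and the submitters' processing notes name mm10 and HTSeq. Gene positions in the files differed from GRCm38 by over 100 kb for 76.1% of the 32620 genes found in both, so coordinates are given on NCBIM37. The header shows no strand option and no option for reads with several alignments, so by the program's defaults reads from near-identical gene copies or from overlapping genes were left out or could not be separated.

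Counts were divided by the total of each replicate and are given as CPM, the unit of Figure 1C. A gene was called expressed at 1 CPM or more in both replicates, which held for 11949 genes. Across these genes, which are not independent replicates, Pearson's r of log2 CPM was 0.996 between the replicates and Spearman's rho was 0.997. To check whether 1 library had been deposited under both names, the counts were compared with sampling noise. The chi-square per degree of freedom was 31.0, and 10.5 without the genes over 2-fold apart, against 1.01 in simulated noise, so the files were not counted as 1 library. The biological coefficient of variation estimated by edgeR was 7.71%. Despite its name it can hold differences in library preparation as well as between cultures, which 2 libraries cannot separate. The 8 genes over 2-fold apart held 0.0741% of the counts in replicate 1 and 0.951% in replicate 2. The series holds 1 condition, so levels are given as mean and SD with no test between conditions, and 2 libraries cannot give a permutation p under 0.5.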

Finally, we used our mouse model to study FABP family mRNA levels in prostate cancer cells derived from a RapidCaP tumor (RCaP cells, described below). 

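Of the 10 FABP paralogs, Fabp5 and Fabp4 were expressed in RCaP cells, and the other 8 were below 1 CPM in at least 1 replicate. Fabp5, the epidermal fatty acid binding protein gene, was at 93.5 ± 7.00 CPM (SD, n = 2), from 3168 counts in replicate 1 and 3196 in replicate 2. Fabp4, the adipocyte paralog, was at 1.77 ± 0.351 CPM (SD, n = 2), from 65 and 55 counts. Fabp3, the heart paralog, had 34 counts in each replicate, which is 1.06 CPM in replicate 1 and 0.942 in replicate 2. With replicate 1 alone, 2 of the other paralogs reached the threshold instead of 1. Pmp2, the myelin paralog, had 6 and 2 counts, Fabp2 had 0 and 2, and Fabp12 had 1 and 0. Fabp1, Fabp6, Fabp7 and Fabp9 had 0 counts in both replicates, which allows up to 0.0933 CPM in replicate 1 and 0.0832 in replicate 2.

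Fabp5 (ENSMUSG00000027533.9) lies on the plus strand of chromosome 3 from 10012548 to 10016607 (NCBIM37). Pmp2, Fabp9, Fabp4 and Fabp12 follow on the minus strand, and these 5 genes span 289 kb up to position 10301183. The exact Poisson 95% interval of Fabp5 ran from 95.1 to 102.0 CPM in replicate 1 and from 85.5 to 91.7 in replicate 2. For Fabp4 it ran from 1.56 to 2.58 and from 1.15 to 1.98, so the difference between these paralogs was larger than both the counting error and the spread between replicates. The intervals and limits cover counting error only. Fabp5 has 5 processed pseudogenes of at least 90% identity, of which 2 are among the genes of the files. Of these, Gm6166 is 98.3% identical over 409 aligned positions and held 1231 and 1147 counts of its own. The counts of Fabp5 are thus uncertain by reads that could belong to Gm6166, and may lack reads shared with any of the copies. Fabp3 has a processed pseudogene, Fabp3-ps1, that is 99.3% identical over 402 aligned positions of its 823 nt mRNA and held 1 and 3 counts. The first 80 nt of the Fabp3 mRNA are shared with Gm10570 and the last 81 nt with Zcchc17, so its counts may lack reads from all of these parts.

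**Figure D1:**
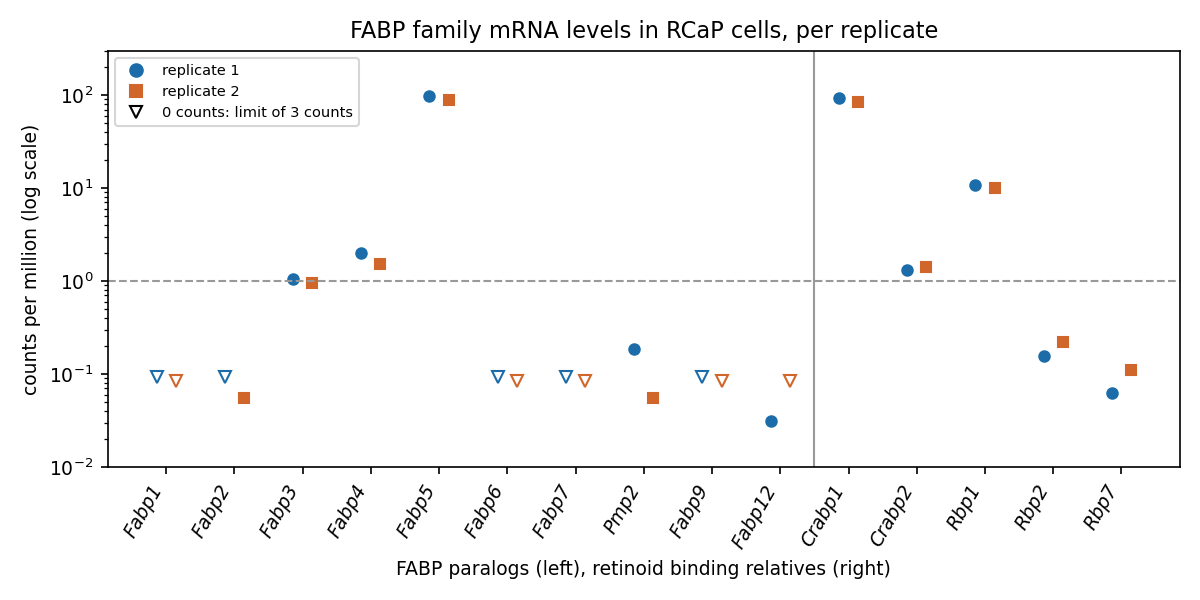
CPM on a log axis for the 10 FABP paralogs (left of the vertical line) and 5 retinoid binding relatives (right) in RCaP cells. Circles are replicate 1 and squares replicate 2, open triangles mark the limit of 3 counts for a gene with 0 counts, and the dashed line is 1 CPM. Fabp5 lies at 98.5 and 88.6, and the next paralog, Fabp4, at 2.02 and 1.52.

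**Figure D2:**
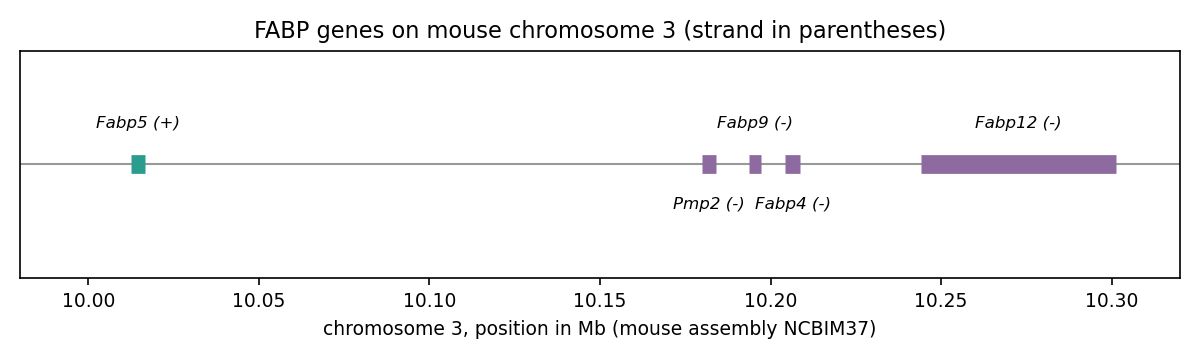
Positions in Mb on mouse chromosome 3 (NCBIM37) of the 5 FABP genes of the cluster, drawn to scale from the start to the end of each gene. Green marks the plus strand and purple the minus strand. Fabp5 stands apart on the plus strand.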

As shown in Figure 1C, while most FABPs were barely detectable, only *Fabp5* mRNA was highly expressed. Taken together, our cross-species cancer genomics analysis points to *FABP5* as the PC relevant candidate driver of the gene family.

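Fabp5 held nearly all of the FABP family mRNA counts of RCaP cells. Its share of the counts of all 10 paralogs was 96.8% in replicate 1 (exact Clopper-Pearson 95% interval 96.1% to 97.3%) and 97.2% in replicate 2 (96.5% to 97.7%). Fabp5 counts were 48.7 times those of Fabp4 in replicate 1 (exact 95% interval 38.1 to 63.3) and 58.1 times in replicate 2 (44.5 to 77.3), a mean ratio of 53.4 ± 6.63 (SD, n = 2). Scaled by the deposited gene length (TPM), the ratio was 9.54 ± 1.18 (SD, n = 2), because that length is 3567 nt for Fabp5 against 637 nt for Fabp4. The longest protein-coding Fabp5 transcript of the GENCODE reference is 987 nt, so the TPM values used here lower Fabp5 more than its transcript length would. Among 5 retinoid binding relatives of the FABPs, Crabp1, which encodes a retinoic acid binding protein, was at 89.6 ± 6.06 CPM (SD, n = 2). The count ratio of Fabp5 to Crabp1 was 1.05 in replicate 1 (exact 95% interval 0.998 to 1.103) and 1.04 in replicate 2 (0.988 to 1.09). Within each replicate alone the interval includes 1, while Fabp5 was slightly higher in both, at a mean ratio of 1.04 ± 0.0075 (SD, n = 2). On TPM the ratio was 0.235 ± 0.0017 (SD, n = 2), with the same limit on the length of Fabp5, so which of them is higher depends on the scaling by gene length. Rbp1 and Crabp2 were also expressed, and Rbp2 and Rbp7 were not. The paper sets the RCaP levels in Figure 1C beside the amplification and mRNA data of human tumors and proposes, from the cross-species comparison, that FABP5 is the family member relevant to prostate cancer.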

### 3.2. RapidCaP Derived Cells as Proxies for Incurable PC

RapidCaP tumorigenesis is initiated through somatic gene transfer of Cre-recombinase by virus injection directly into the prostates of *Pten*^loxP/loxP^; *Trp53*^loxP/loxP^ mice. This results in disease initiation in only a few cells [28], which expand to form lesions involving thousands of cells within weeks, as revealed by the inclusion of a fluorescent protein marker (lox-stop-lox tdTomatoFP) in the mouse germ line, combined with 3D-organ imaging of the prostate [36]. To more seamlessly transition between in vitro and in vivo pre-clinical modeling, we have isolated primary PC cells from Td-Tomato-positive RapidCaP lesions (RCaP cells, Supplementary Figure S1). 

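Pten, the phosphatase that opposes PI 3-Kinase, had counts in both replicates of RCaP cells, with a mean of 87.0 ± 7.43 CPM (SD, n = 2) from 2630 and 3329 counts. Trp53, which encodes the p53 tumor suppressor, was at 6.81 ± 0.526 CPM (SD, n = 2) from 207 and 259 counts. The counts are sums over all exons of a gene, and the paper's text does not name the exons between the loxP sites, so they do not show whether the deleted parts were transcribed and do not check the genotype. Pten lies on chromosome 19 from 32831987 to 32900650 and Trp53 on chromosome 11 from 69393861 to 69405375 (NCBIM37). Part of the Pten mRNA, from position 4271 to 5436, aligns to a transcript of Herc1 at 96.2% identity, and the Trp53 pseudogene Trp53-ps had 0 counts in both replicates.

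Of 9 mesenchymal and EMT genes, 9 were expressed. Vim, which encodes vimentin, was the gene with the third highest level of all, at 5475 ± 230.3 CPM (SD, n = 2), and Fn1, fibronectin, was at 2043. All 6 fibroblast genes were expressed, among them Col1a2 at 1538 and Col3a1 at 1057. Of 5 smooth muscle genes 3 were expressed, with Acta2 at 878 CPM. Of 9 luminal epithelium genes 3 were expressed, which were Cd24a at 31.0, Krt18 at 2.81 and Krt8 at 1.095 CPM. Of 6 basal epithelium genes Dkk3 was expressed, at 15.6. Of 9 epithelial junction genes Esrp2 was expressed, at 3.97, while Cdh1, E-cadherin, was at 0.681 ± 0.180 (SD, n = 2). Of 10 neuroendocrine genes 3 were expressed, Ncam1, Foxa2 and Eno2. None of 6 endothelial and none of 6 seminal vesicle genes was expressed. With replicate 1 alone, 1 endothelial gene, Vwf, reached 1 CPM. Of 8 leukocyte genes Cd68 was expressed, and of 5 adipocyte genes Lipe. All members were taken from lists fixed before the data were examined.

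**Figure D3:**
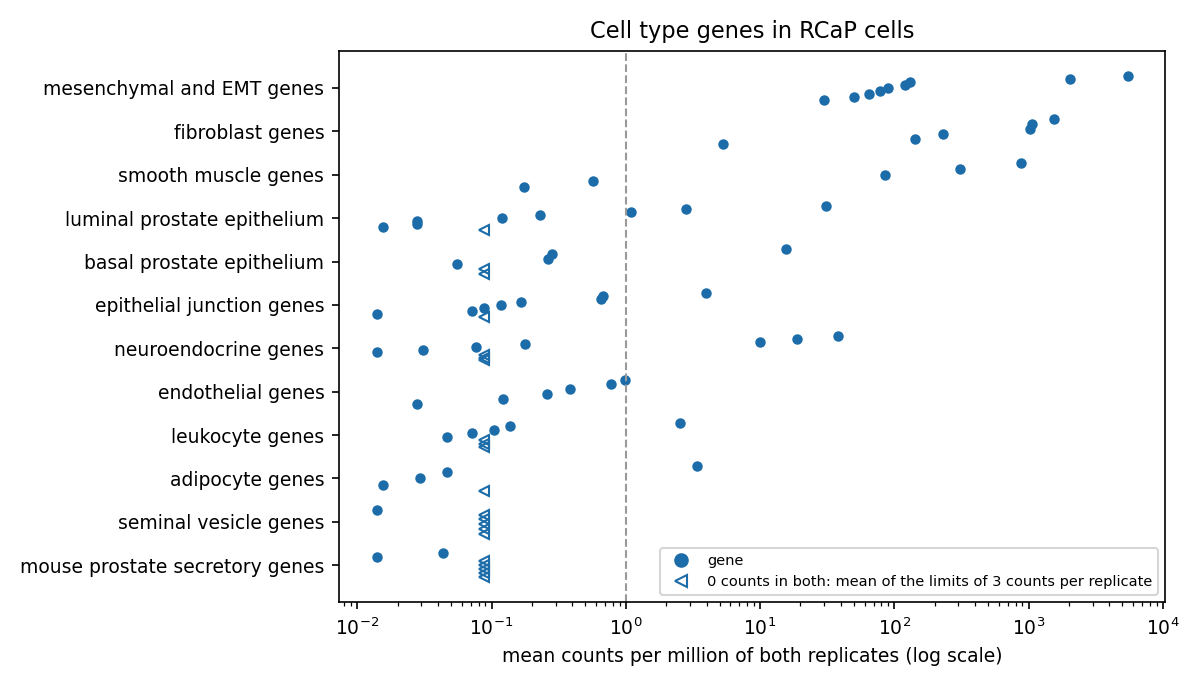
Mean CPM of both replicates on a log axis for each member of 12 cell type and secretory gene lists in RCaP cells. Each point is a gene, open triangles are genes with 0 counts in both replicates drawn at the mean of the limits of 3 counts per replicate, 0.0882, and the dashed line is 1 CPM. The mesenchymal genes lie between 30.1 and 5475, and the epithelial junction genes at or below 3.97.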

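Fabp5 ranked at position 2810 of the 11949 expressed genes of RCaP cells by mean CPM. It stood above 77.7% of expressed genes in replicate 1 and above 75.3% in replicate 2. The median expressed gene was at 35.9 CPM in replicate 1 and 35.1 in replicate 2. Against common reference genes, the counts of Fabp5 were 8.31 ± 0.250% of those of Gapdh, a glycolytic enzyme, and 2.43 ± 0.0676% of those of Actb, beta-actin (SD, n = 2). Myc, an oncogene that in human lies on the same chromosome arm, 8q, as FABP5, was at 157 ± 17.3 CPM (SD, n = 2). Mouse Myc lies on chromosome 15, apart from the FABP genes of chromosome 3. Ranks on CPM depend on transcript length as well as on the number of mRNA molecules.

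**Figure D4:**
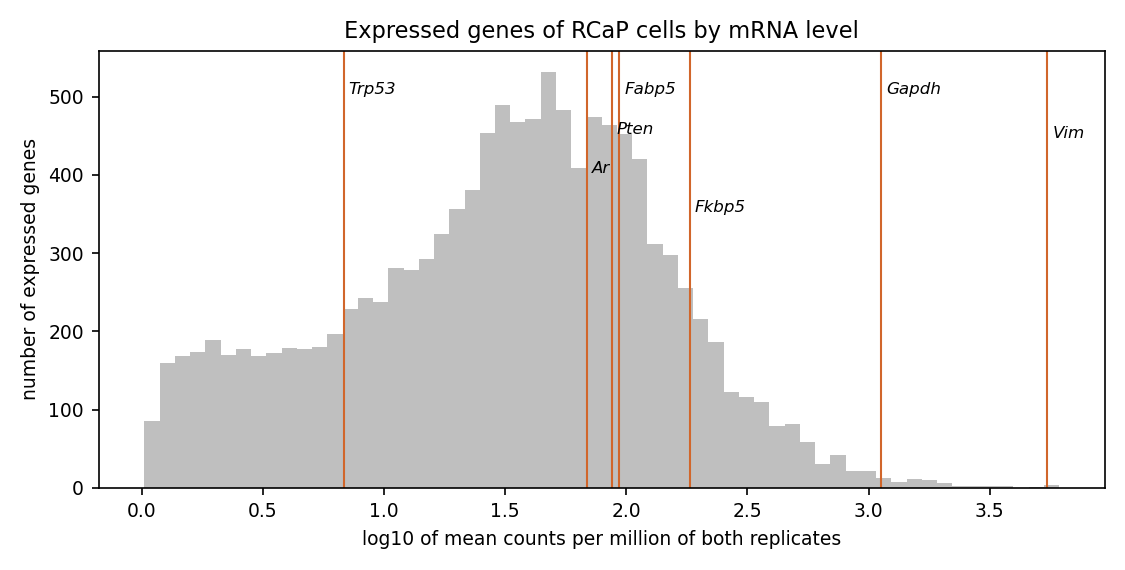
Number of expressed genes of RCaP cells (vertical axis) by log10 of the mean CPM of both replicates (horizontal axis). Vertical lines mark 7 genes. Fabp5 lies right of the peak of the distribution, below Gapdh at 1125 and Vim at 5475 CPM.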

As shown above (Figure 1C), these cells expressed high levels of *Fabp5*. They also expressed the androgen receptor (*Ar*) together with its target gene *Fkbp5,* and we saw that addition of the AR ligand dihydrotestosterone (DHT) to culture media led to nuclear translocation of mouse AR (Supplementary Figure S2A, Supplementary Figure S4). 

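The androgen receptor gene Ar was at 69.2 ± 4.59 CPM (SD, n = 2), from 2121 counts in replicate 1 and 2613 in replicate 2. Fkbp5, which encodes a co-chaperone of steroid receptors, was at 183 ± 7.96 CPM (SD, n = 2), from 5709 and 6809 counts. Fkbp5 had the highest level of 19 AR target genes, and 13 of the 19 were expressed. Med28 followed at 92.0 ± 0.438 CPM and Maf at 71.8 ± 6.51 (SD, n = 2), the latter within the spread of Ar. Homer2, Adam7, Nkx3-1, Eaf2, Tmprss2 and Gnmt were not expressed. Nkx3-1, which encodes a prostate homeobox protein, had 1 count in replicate 1 and 0 in replicate 2. The paper's blots of NKX3.1 and FKBP5 measured protein, in charcoal-stripped serum with DHT or vehicle. They are thus not directly comparable with these mRNA levels in complete medium. None of 7 secretory genes of the mouse prostate, such as Pbsn (probasin), was expressed.

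Ar (ENSMUSG00000046532.7) lies on chromosome X from 95345060 to 95518554, and Fkbp5 (ENSMUSG00000024222.9) on chromosome 17 from 28536040 to 28654469 (NCBIM37). Of 6 steroid receptor genes, Ar, Esr1 and Nr3c1 were expressed, the last of which encodes the glucocorticoid receptor and was at 132 ± 5.15 CPM (SD, n = 2). The libraries were made from cells without added DHT, so the values are levels in complete medium and not a response to the ligand. Levels alone do not show that AR, rather than another receptor or none, drove the expressed target genes.

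**Figure D5:**
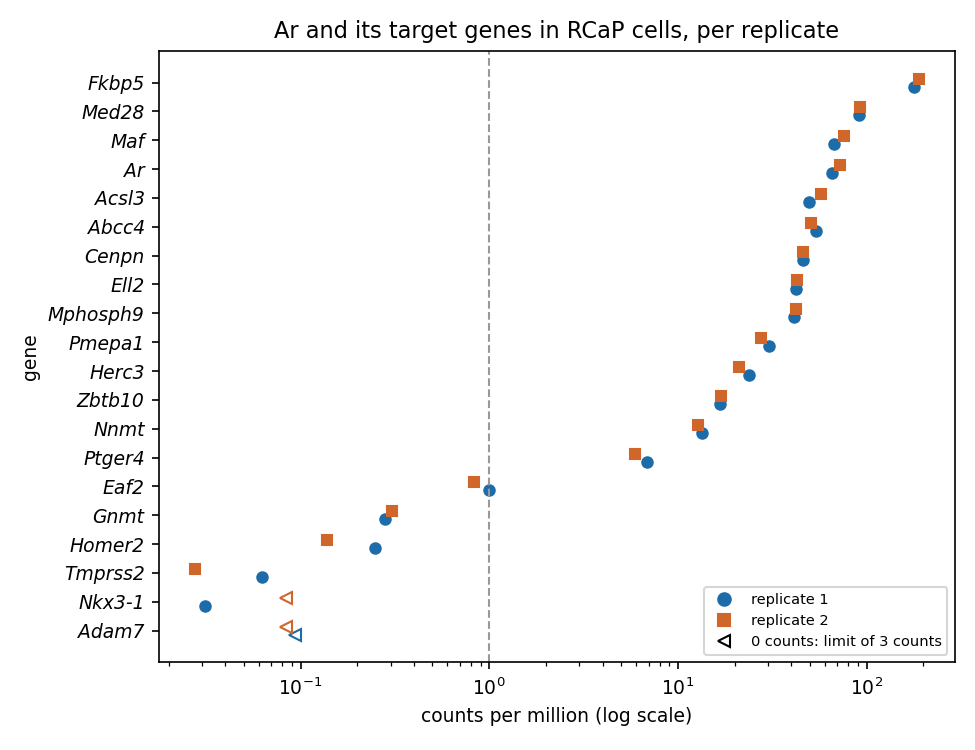
CPM on a log axis for Ar and 19 AR target genes in RCaP cells, ordered by mean. Circles are replicate 1 and squares replicate 2, open triangles mark the limit of 3 counts for a gene with 0 counts, and the dashed line is 1 CPM. Fkbp5 is highest at 177 and 189, and Nkx3-1 and Adam7 lie at the bottom.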

Next, we tested if there is a functional AR response by analyzing the NKX3.1 and FKBP5 target proteins using the androgen-sensitive and -dependent LNCaP PC cell line as a reference (Supplementary Figure S2B). Compared to LNCaP cells, the RCaP cells showed a weak NKX3.1 response (Figure 2A, Supplementary Figure S4), and importantly, they did not respond to DHT supplementation (Figure 2B,C). This suggests that any residual AR function is uncoupled from their proliferation. Next, we studied the effects of the two clinically relevant AR antagonists, darolutamide [37] and enzalutamide [38], which are known to inhibit AR function through several mechanisms: competitive inhibition of the DHT ligand, suppression of nuclear translocation, interference with DNA binding, and co-activator recruitment [39]. We tested effects in RCaP versus a panel of four human cell lines, including LNCaP, PC3, and DU145, which come from metastatic sites (lymph node, bone, and brain, respectively), and the 22Rv1 PC cell line, which is derived from a localized prostate tumor (see Supplementary Figure S2C for cancer genome profiling). We performed exponential dose escalation curves and measured cell viability. This showed that the LNCaP cells were sensitive to both drugs in the nanomolar range (Figure 2D). In contrast, however, the RCaP and other human cells were largely resistant to both drugs beyond 1 µM. These results confirmed that the RCaP cells attained insensitivity to castration and thus presented a hallmark feature of the RapidCaP PC model [28]. Next, we tested RCaP sensitivity to taxanes, which are a standard of care PC chemotherapy that is used against castrate-resistant prostate cancer (CRPC). As shown in Figure 2E, RCaP cells showed a very poor response to docetaxel, cabazitaxel, and paclitaxel, which indeed set them apart from the tested human cell lines. Collectively, these data establish that the RCaP cells can be used as a murine-derived proxy cell type for incurable PC.

Finally, we tested cell viability with an increasing concentration of SBFI-103, a member of the truxillic acid mono-ester (TAME) family of FABP5 inhibitors. These were previously shown to suppress the viability of human metastatic PC3 prostate cancer cells in vitro and in vivo [40,41]. As shown in Figure 3A, SBFI-103 effectively killed RCaP cells and four human cell lines, with IC_50_ values in the low micromolar range. Thus, our data show that murine tumor-derived RCaP cells, which are ADT and taxane resistant, are sensitive to TAME-based FABP5 inhibitors. A comparison of three SBFI analogs showed that SBFI-103 is most effective against RCaP cells (Figure 3B).

### 3.3. The FABP5-Inhibitor SBFI-103 Effectively Kills RcaP Tumor Cells In Vivo

To validate the FABP5-inhibitor sensitivity of RcaP cells and test the efficacy of the drug in vivo, we performed a series of trials of RcaP cell transplantation into mice. We used SBFI-103 because, besides showing the highest efficacy against RcaP cells in vitro, it previously demonstrated a good toxicity profile in vivo [41].

The trials were performed in nude mice at two doses administered daily: 20 mg/kg SBFI-103 has previously demonstrated suppression of human PC3 cancer cells and was chosen as a starting point, while a 40 mg/kg drug was used to test for dose dependency (Figure 4A). After 30 days of treatment, we observed a significant 50% reduction in tumor volume at the lower drug dose, and treatment with the higher dose showed even further reduction of tumor volume by 75% on average when compared to the vehicle (Figure 4B). Postmortem analysis revealed even more substantial anti-tumor effects of SBFI-103. First, we noted that individual resected tumor volumes revealed that at the higher dose, 5 out of 8 lesions had dramatically regressed to below 200 mm^3^—an 80% reduction compared to vehicle (Figure 4C and Supplementary Figure S3A). Our analysis of tumor weights further showed that these 5 responder lesions had a 95% reduction in mass compared to the average vehicle treatment (Figure 4D). As shown in Figure 4E, histopathology analysis revealed that the vehicle-treated lesions presented with high-grade and poorly differentiated carcinoma and high mitotic figures (column 1, vehicle). In contrast, the high-dose-treated samples with low tumor volume showed only a few cancer cells, while the lesion was dominated by hyalinization, a hallmark indicator of cancer suppression (Column 3, 40 mg/kg, h). To more precisely define this anti-tumor effect, we performed a quantitative immunohistochemistry analysis. Since RCaP prostate tumor cells express tdTomato fluorescent protein, we used red fluorescence in combination with green-labeled Ki-67 proliferation marker and blue DAPI staining to quantify three parameters: number of cells per field, the number of cancer cells per field, and the number of Ki-67 positive cancer cells per field.

This analysis (see Figure 4F) showed that vehicle-treated lesions are composed mostly of cancer cells (TomatoFP-DAPI double positive), of which 30% on average are Ki-67 positive, indicative of sampling in the S-G2 phase of the cell cycle [42]. In stark contrast, the hyalinized small mass/volume lesions of 40 mg/kg treated animals showed only sparse numbers of tumor cells that were 98% negative for the proliferation marker Ki-67. This strongly suggested that the masses of these small lesions were dictated by the hyalinization process and not by tumor cells, because tumor cells were scarce in number and not proliferating.

Finally, we tested functional inhibition by asking if SBFI-103 affected the FABP5 target MMP9 [43,44]. Analysis of the lesions demonstrated significant suppression and loss of MMP9 protein expression in the RFP-positive cancer cells (see Figure 5A for representative examples and Supplementary Figure S3B for all samples). Importantly, this suppression correlated with the SBFI-103 dose as quantified by IHC analysis of MMP9 expression per RFP-positive cell (Figure 5B). In contrast, we observed no treatment or dose-effects on animal weights (Figure 5C).

Based on the collective results from our in vivo experiments, we infer that at a well-tolerated dose of 40 mg/kg, SBFI-103 was able to eliminate the vast majority of prostate cancer cells, in spite of their resistance to in vitro ADT and taxane treatment.

## 4. Discussion

Significant progress with effective prostate cancer therapies has been made by moving from ligand regulation through androgen deprivation therapy (ADT) to direct blockade of the androgen receptor (AR). In spite of this, even innovative combination approaches are hardly ever able to achieve complete responses [45,46], and disease recurrence is the norm in the majority of patients. Therefore, it remains critically important to search for (1) novel targets, (2) effective drugs, and (3) novel model systems where new approaches against therapy-resistant PC can be rigorously tested. At the same time, loss of PTEN remains a major hallmark of aggressive PC, yet therapies directed at blockade of PI 3-Kinase have unfortunately shown limited success in PC. Even worse, setbacks in hematologic malignancies resulted in the shutdown of trials due to significant safety concerns in 2022 [47]. This has prompted the search for new vulnerabilities in cells driven by the loss of PTEN. Our work shows how validation of a new drug target combined with the development of castration/taxane-chemotherapy resistant prostate cancer cells can result in a much-needed platform for pre-clinical therapeutic research on lethal prostate cancer.

Similar to androgens, fatty acids (FAs) also control the activity of nuclear receptors. Critical for this signal transduction is the family of fatty acid-binding proteins (FABPs), which shield and solubilize FA lipid moieties and transfer them to activate nuclear receptors, foremost among them PPARγ [23,48] (see Cartoon, Figure 5D). The family of fatty acid-binding proteins comprises 10 paralogs in humans. This would suggest that there is much redundancy in function among the genes. Our data, however, strongly suggests that FABP5 stands out as a pivotal target in PC.

First, we demonstrate that FABP5 is among the most frequently amplified genes in human prostate cancer. This is by virtue of its genomic location near the MYC locus, a validated driver oncogene of PC on chromosome 8q [29,49,50]. Importantly, we find that when amplified at the DNA level, *FABP5* is also over-expressed at the RNA level, and this separates it from the other FABP genes, and especially the *FABP4*, *-9*, and *-12*, paralogs that are often co-amplified with FABP5 on chromosome 8. This suggests that molecular diagnostic tools that are routinely used in the clinic are already available for identification of those patients who could benefit from targeting FABP5 by profiling its genomic, transcriptomic, and, if needed, protein status.

Second, our research shows that the RapidCaP-derived RCaP cells can be used as proxies for ADT- and taxane-resistant human prostate cancer cells and that they are sensitive to FABP5 inhibitors in vitro and in vivo. This makes them suitable for future in vivo studies in mice that are fully immunocompetent, using orthotopic transplantation.

## 5. Conclusions

We show that in vivo targeting of androgen- and docetaxel-insensitive RCaP cells is possible using SBFI-103 at a well-tolerated dose of 40 mg/kg. Indeed, we find a strong elimination of tumor cells in 5 of 8 cases, suggesting that there is ample room for exploration of response mechanisms as well as a lack thereof. The actual process behind the therapeutic effect remains to be investigated. We note that both non-autonomous and cell-autonomous mechanisms could be at play. In this respect, our approach is compatible with the transplantation of mouse RCaP cells into the fully immunocompetent C57Bl6 mouse strain. Thus, future experiments using this system may yield insights that go beyond nude mouse transplantation of mouse or human PC cells because we can explore the drug’s effect and potential for synergy with a native tumor microenvironment. We propose that studying such effects may be of great value to future efforts at drug optimization.

## Figures and Tables

**Figure 1:**
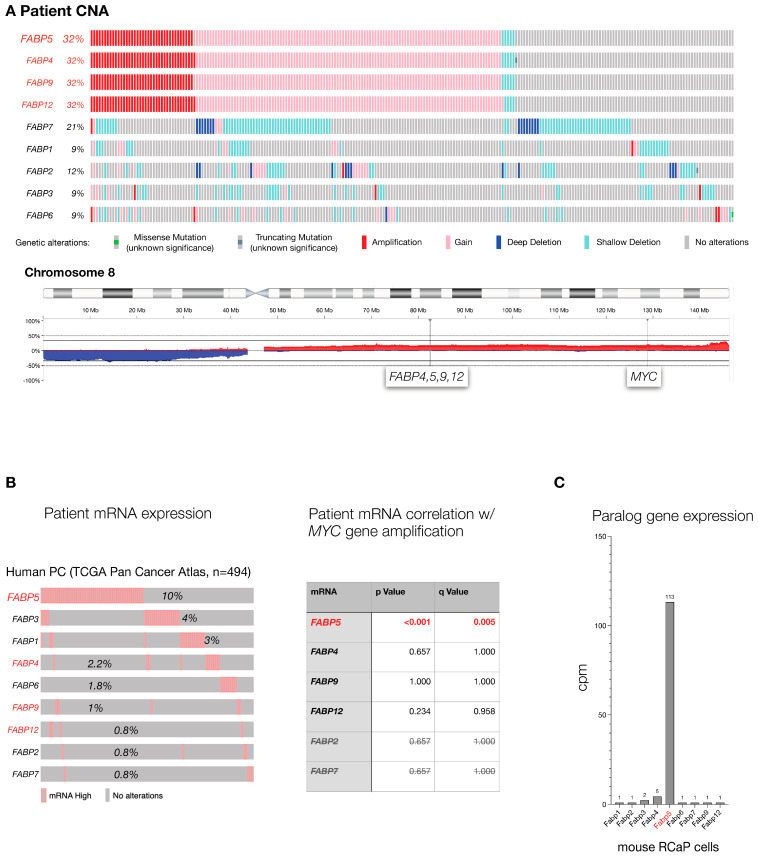
The *FABP* gene family in aggressive prostate cancer: (**A**), Top: Mutation frequency of *FABP* paralogs in TCGA cohort of primary prostate adenocarcinoma as curated at cBIOPortal (TCGA, PanCancer Atlas, 494 total samples). Bottom: Genomic location of *FABP4,5,9,12* and distance to *MYC* gene on human chromosome 8. (**B**), Left panel: analysis of *FABP* paralog mRNA expression levels in the TCGA cohort shown in (**A**). Paralogs that are neighbors and co-amplified on chromosome 8 (**A**) are highlighted in red. Right panel: significance of correlation between *FABP* mRNA expression and *MYC* gene amplification in TCGA patient cohort. *p* values were calculated using Student’s *t*-test, and q-bound shows false discovery rate (see Section 2). (**C**), expression levels of the *Fabp* paralogs in RCaP cells as determined by RNA sequencing.

**Figure 2:**
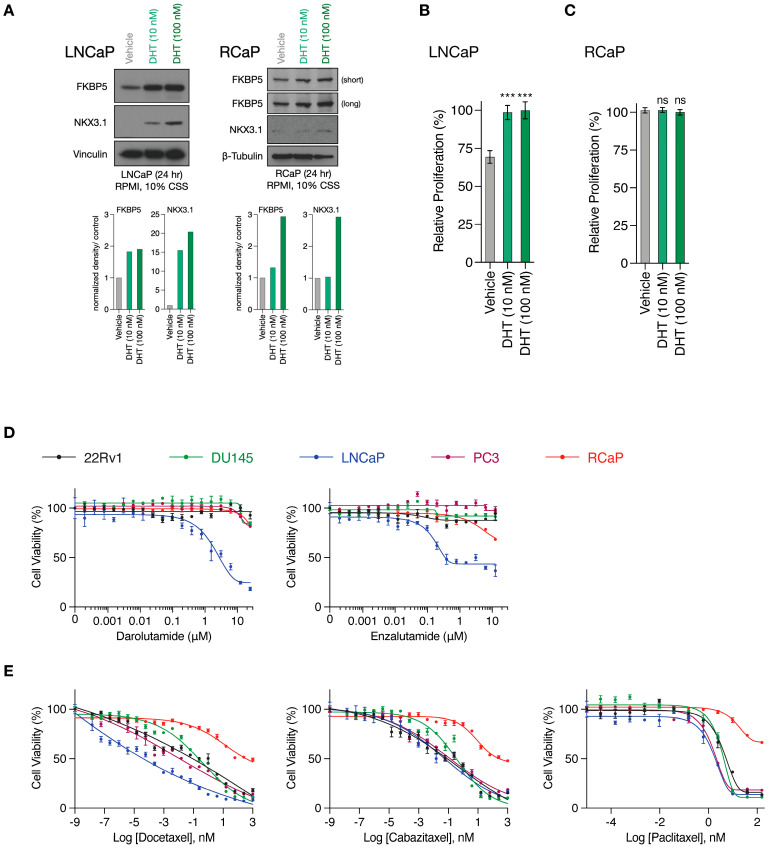
RapidCaP derived cells are resistant to standard of care anti-androgens and taxanes. (**A**), Top, Western blot analysis of AR target genes in whole cell lysates prepared from LNCaP (left) and RCaP (right) cells cultured in charcoal-stripped serum (CSS)-containing media following 24 h stimulation with DHT. Bottom: Quantification of bands normalized to the loading control and relative to vehicle treatment. (**B**), Relative proliferation of LNCaP cells cultured in charcoal-stripped serum (CSS)-containing media in the presence or absence of DHT for 96 h. (**C**), Relative proliferation of RCaP cells cultured in charcoal-stripped serum (CSS)-containing media in the presence or absence of DHT for 96 h. Data are mean ± s.d. *p* values were calculated using one-way ANOVA with Tukey’s post hoc test. ns, not significant. *** *p* < 0.001. (**D**), Cell viability curves of the indicated prostate cancer cell lines treated with increasing concentrations of AR antagonists (Darolutamide and Enzalutamide) for 72 h (*n* = 3 biologically independent samples). Data are mean ± s.d. (**E**), cell viability curves of the indicated prostate cancer cell lines treated with increasing concentrations of microtubule inhibitors (Docetaxel, Cabazitaxel, and Paclitaxel) for 72 h (*n* = 3 biologically independent samples). Data are mean ± s.d. The original western blots of Figure 2A are shown in Figure S4.

**Figure 3:**
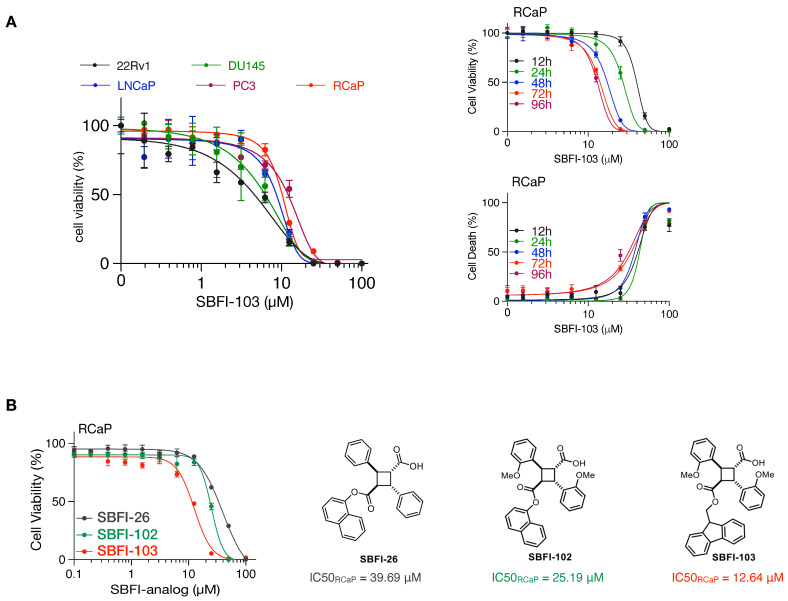
(**A**), Left: Cell viability curves of the indicated prostate cancer cell lines treated with increasing concentrations of SBFI-103 for 72 h (*n* = 3 biologically independent samples). Data are mean ± s.d. Right-top: cell viability curves of RCaP cells treated with increasing concentrations of SBFI-103 for the indicated time points (*n* = 4 biologically independent samples). Right-bottom: percent cell death indicated by propidium iodide uptake of RCaP cells treated with increasing concentrations of SBFI-103 (*n* = 4 biologically independent samples). Data are mean ± s.d. (**B**). Left, cell viability curves of RCaP cells treated with increasing concentrations of 3 TAME inhibitors of FABP5 for 72 h (*n* = 3 biologically independent samples). Right: chemical structures and IC50 values of the TAME inhibitors.

**Figure 4:**
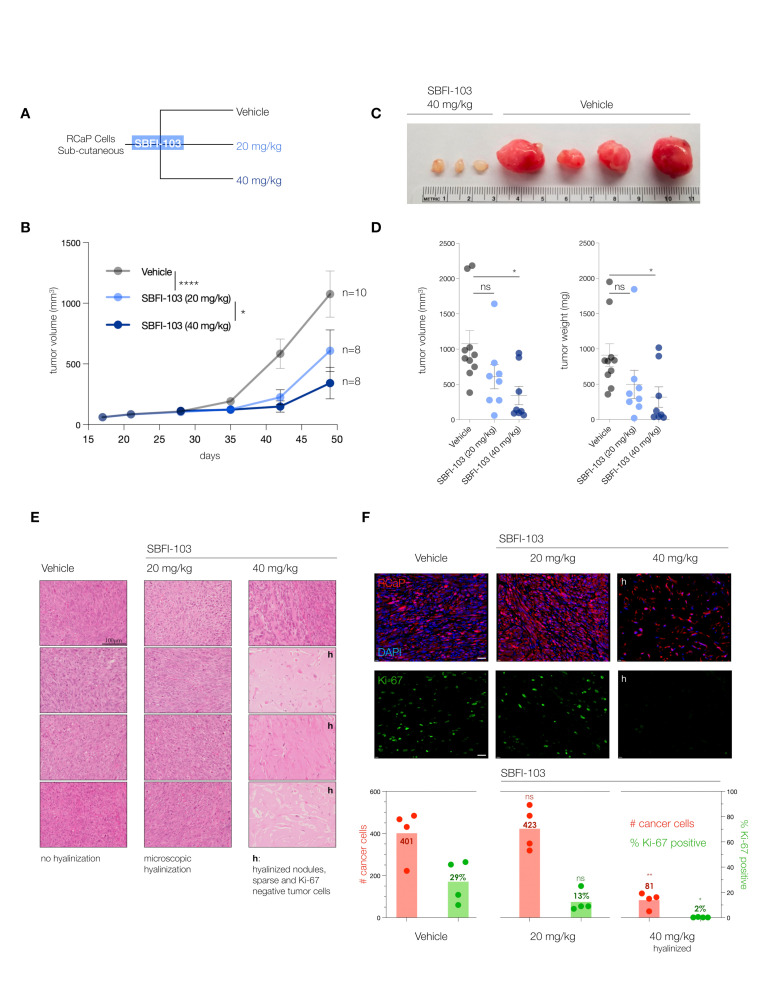
(**A**), Treatment scheme for in vivo testing of SBFI-103 at two doses in sub-cutaneously transplanted RCaP cells. (**B**), Tumor volumes and treatment effects in the three trial arms: vehicle, *n* = 10; SBFI-103 at 20 mg/kg, *n* = 8; SBFI-103 at 40 mg/kg, *n* = 8. Data are mean ± s.e.m. *p* values were calculated from a mixed-effects model (restricted maximum likelihood (REML)). The *p* values for comparison of vehicle with SBFI at 20 mg/kg (**** *p* < 0.0001) and SBFI at 20 mg/kg compared with 40 mg/kg (* *p* < 0.05) are indicated in the graph. The *p* value for comparison of vehicle with SBFI at 40 mg/kg is *** *p* < 0.001. (**C**), macroscopic analysis of select resected tumors from (**B**). See Supplementary Figure S3A for further examples. (**D**) Comparison of tumor volumes (left) and weights (right) among the three trial arms. Data are mean ± s.e.m. *p* values were calculated using one-way ANOVA with Dunnett’s post hoc test. Ns, not significant. * *p* < 0.05, **** *p* < 0.0001. (**E**) Histopathology analysis of lesions from (**B**) by H&E staining. “h” denotes high degree of hyalinization. Scale bar, 100 µm. (**F**), Top, Immunofluorescence analysis of histology slides from E showing RCaP cancer cells (red, tdTomatoFP), DAPI (blue), and anti-Ki-67 staining (green) in representative examples of the three trial arms. Scale bar 100 µm. Bottom, quantification of cancer cell number and percent Ki-67 positive cells per field for vehicle and 20 mg/kg trial arms and for hyalinized nodules of the 40 mg/kg trial arm (*n* = 4). *p* values were calculated using two-tailed Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
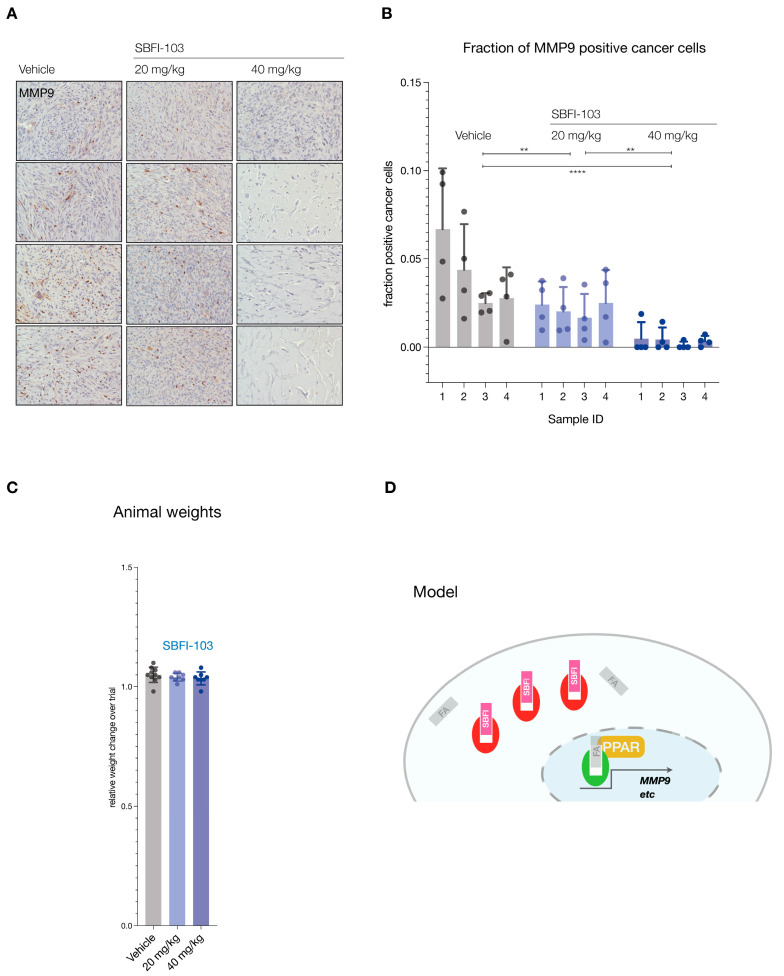
(**A**), Immunohistochemistry staining for MMP9 in tumors from 12 animals (vehicle, *n* = 4; SBFI-103 at 20 mg/kg, *n* = 4; SBFI-103 at 40 mg/kg, *n* = 4). Scale: panel width = 450 µm. (**B**), Quantification of MMP9-positive cancer cell fractions for the three trial arms. Individual data points show fraction of MMP9-positive cells per field divided by RFP-positive cells per field (see also Supplementary Figure S3B). Bars show mean ± s.d. *p* values were calculated using two-way ANOVA with Tukey’s post hoc test. ** *p* < 0.01, **** *p* < 0.0001. (**C**), fraction of change in total animal weights over trial period. (**D**), Model for inhibition of FABP5-mediated survival and its blockade with SBFI compounds. Green, active FABP5, red SBFI-inactivated FABP5. FA denotes a fatty acid ligand.

## Data Availability

Data are contained within the article and supplementary materials and RNA sequencing data generated in this study have been deposited in the Gene Ex-pression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSM7951577.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16010060/s1, Figure S1: Schematic for generation of RapidCaP derived cancer cell line - RCaP; Figure S2: Information on prostate cancer cell lines; Figure S3: Extended macropathology and immunohistology; Figure S4: Original Western Blot images.

# Supplementary material for: FABP5 Inhibition against PTEN-Mutant Therapy Resistant Prostate Cancer
**Source:** Cancers (Basel). 2023 Dec 21;16(1):60. doi: 10.3390/cancers16010060
**Supplement:** Supplementary file 1

Supplementary Figure S1

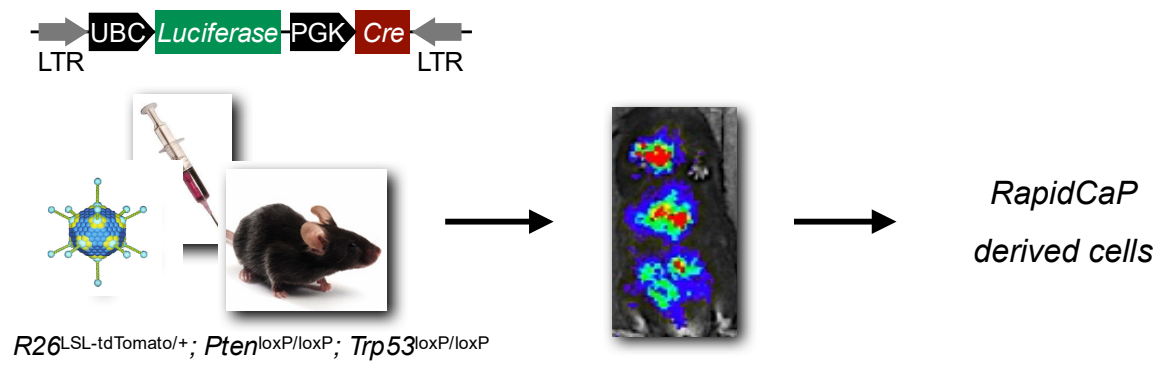

Supplementary Figure S2

A

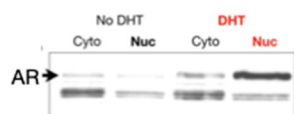

B

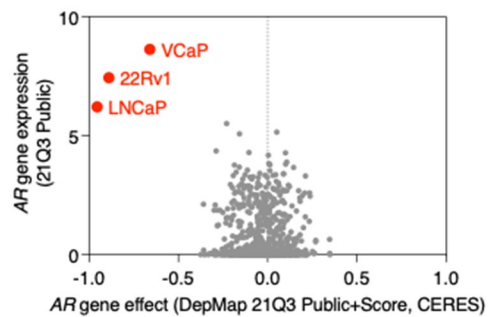

C

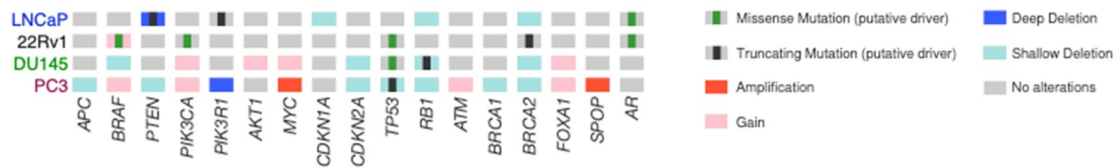

Supplementary Figure S3

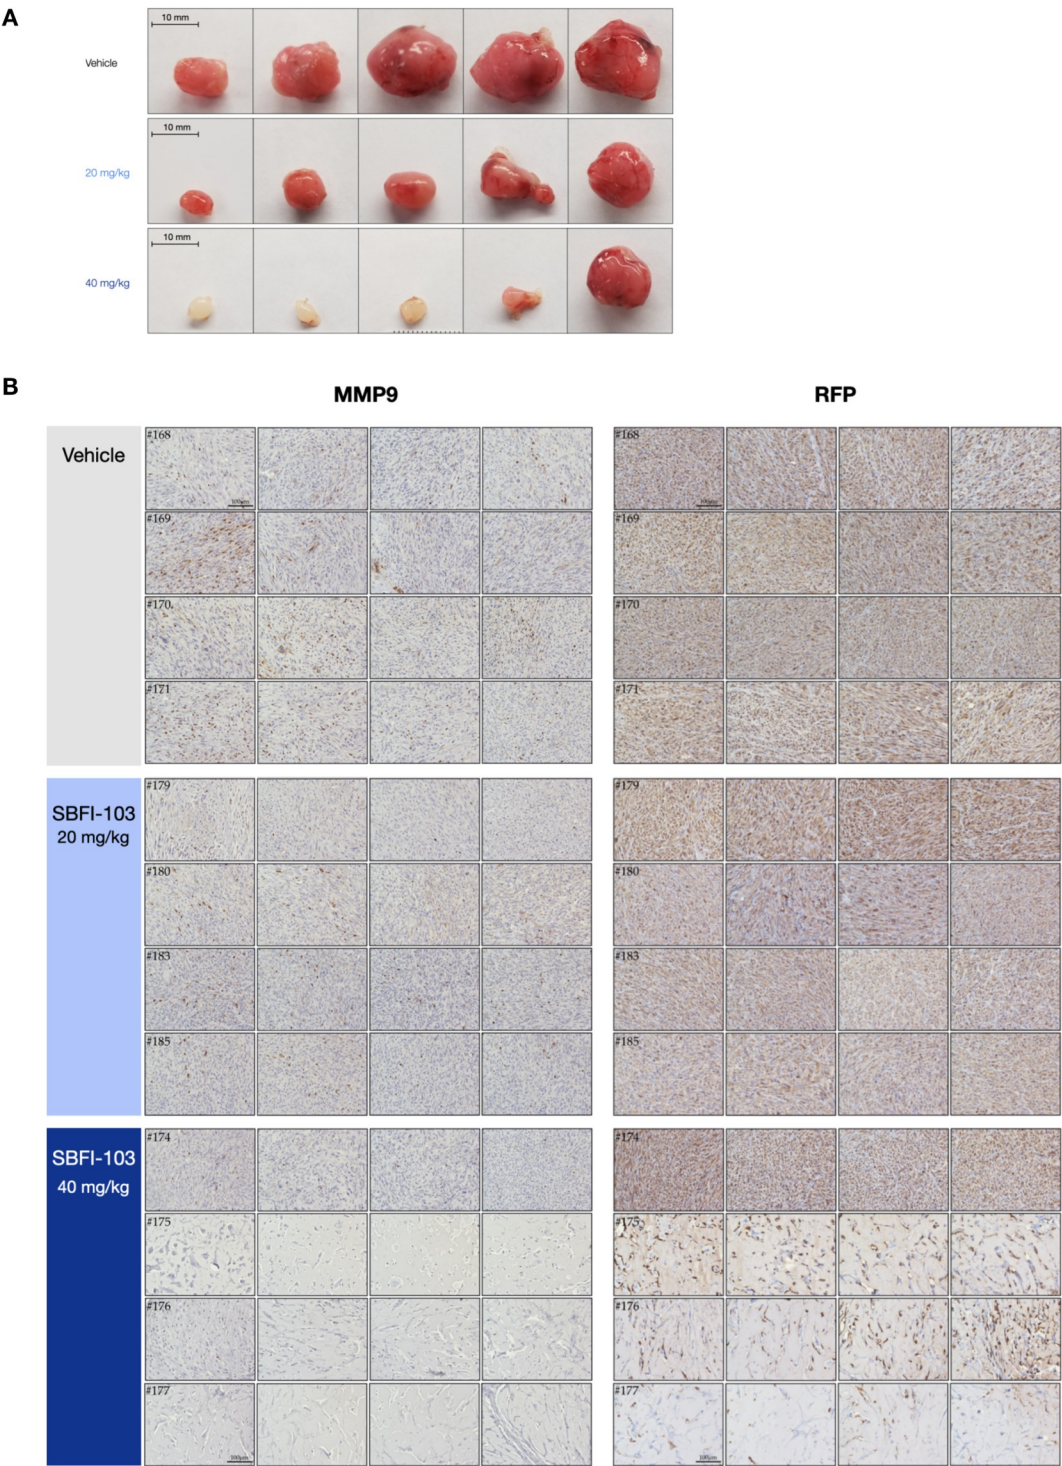

Figure S4: Original Western Blot images

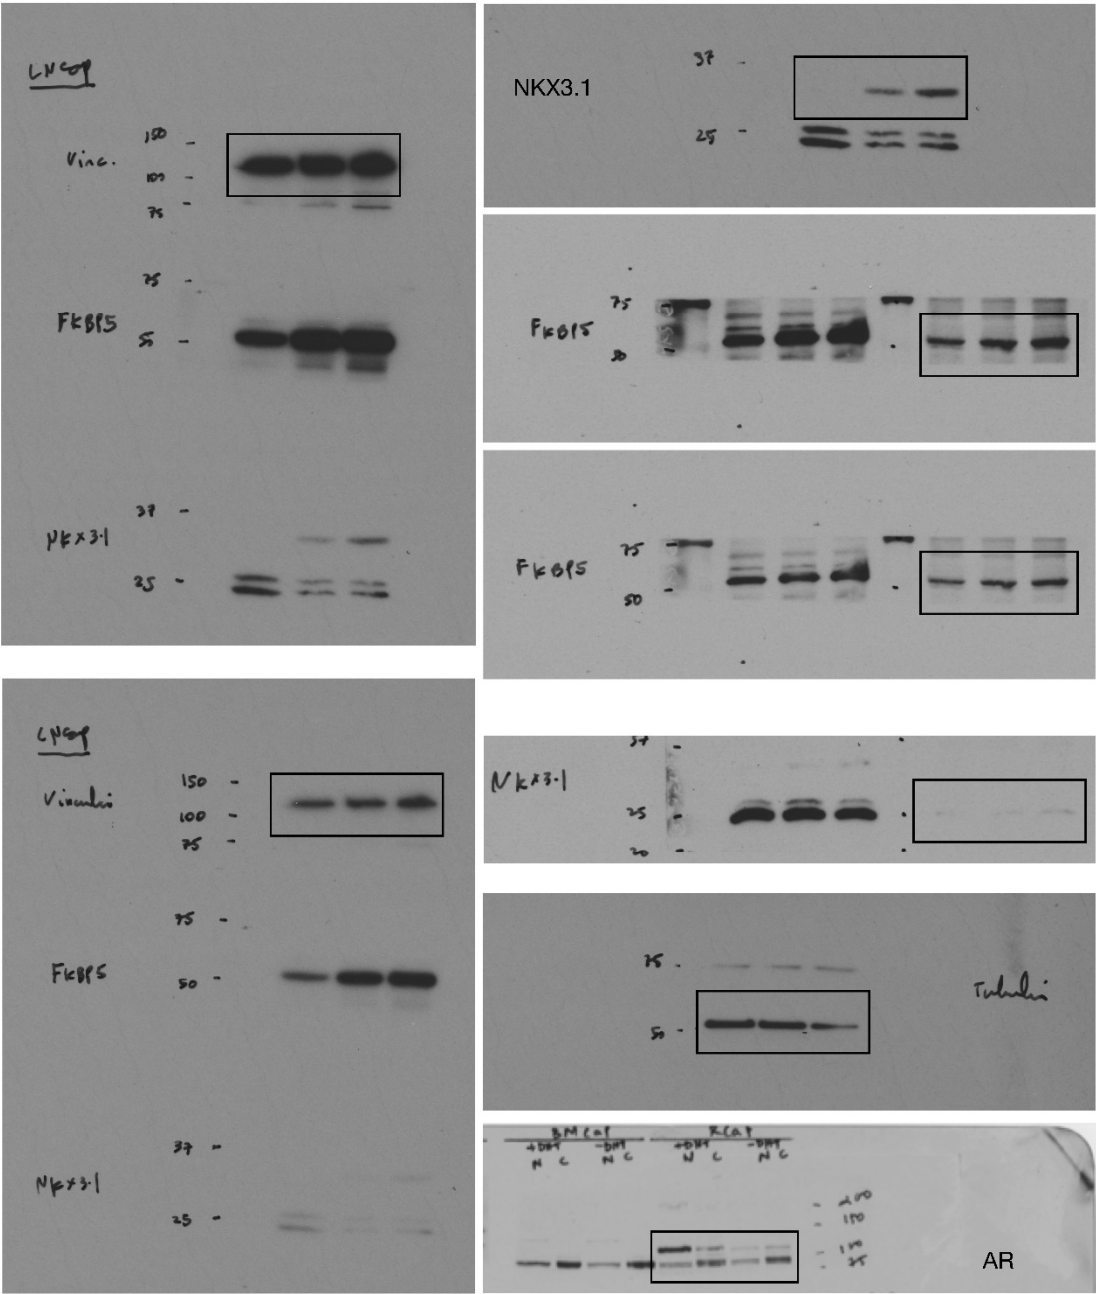

Figure S1. Schematic for generation of RapidCaP derived cancer cell line - RCaP.

Figure S2. : Information on prostate cancer cell lines

A, Western blot of androgen receptor in cytoplasmic and nuclear fractions from RCaP cells cultured in the absence and presence of DHT. B, *AR* genetic dependency and gene expression data in 1026 cancer cell lines from Broad's DepMap database (21Q3). AR gene-dependent prostate cancer cell lines are highlighted in red. C, Mutation frequency of prostate cancer associated tumor suppressor and oncogenes in the indicated prostate cancer cell lines curated at cBIOPortal.

Figure S3. Extended macropathology and immunohistology

A, Images of tumors resected from the trial animals. B, Immunohistochemistry staining for MMP9 (left) and RFP (right) in 4 tumor sections each from 12 animals. ID numbers are indicated (vehicle, n=4; SBFI-103 at 20 mg/kg, n=4; SBFI-103 at 40 mg/kg, n=4). Scale bar 100µm.

Figure S4. Original Western Blot images

How the deposited data were processed for this re-analysis (not part of the article)

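RNA sequencing of RCaP cells in complete medium was analysed as 2 libraries of 1 condition, described by the submitters as biological replicates. The authors deposited 1 table of raw read counts per library, with 37310 genes each. The file headers give featureCounts 1.6.0 with an annotation file and an output file as the only options. The headers name NCBIM37 and the first GENCODE mouse release. The methods name STAR, Salmon, GRCm38, DESeq2 and FPKM, and the submitters' processing notes name CASAVA, FastQC, STAR, HTSeq, DESeq2 and mm10. The start or end of 1.68% of the 32620 shared genes was identical in GRCm38, and the Ar gene starts at 95345060 in the files against 98148769 in GRCm38, so the positions of the files were taken as NCBIM37. A symbol was found for 32620 genes by gene identifier, and the rest, with 0.427% and 0.730% of the counts, were kept under their identifiers.

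The deposited counts were converted to CPM of the total of all genes in each library. The totals were 32167960 and 36078956 counts, over 19767 and 19706 genes with a count. Mitochondrial genes held 1.70% and 2.00% of the counts. A gene was called expressed at 1 CPM in both libraries. Values are means with SD over 2 libraries. Exact Poisson intervals of levels and Clopper-Pearson intervals of shares and count ratios were computed at 95% and cover counting error only, as reads are not independent molecules after amplification. For a count of 0, the limit is 3 counts. No comparison between conditions was possible, and no p-value is given.

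The spread between the libraries was estimated by edgeR 4.0.16 with an intercept alone. The procedure was tested on simulated data for 37310 genes of library 1 against library 2. With the changed genes left out, a spread of 5% was recovered as 4.94%. This checks the estimate of 6.07% without the genes over 2-fold apart, and not that of 7.71% with them. Of the changed genes, 100% of the 100 changed 4-fold and 0% of those changed 1.5-fold were called over 2-fold apart, and 0 unchanged genes were called over 2-fold apart. Genes of at least 10 CPM were compared between the libraries for ratios over 2. Near-identical copies of named genes were searched with blastn 2.17.0 in the GENCODE transcripts of GRCm38, at 90% identity over at least 70 nt. The scripts ran in Python 3.11.15 and R 4.3.3 with DESeq2 1.42.0.

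The 32 gene lists, with 254 different genes that were all in the files, and the rule for named genes were fixed before the data were examined. Named genes are those the paper names, the 3 highest members of each list, the 5 genes with the highest mean, and the 5 genes of at least 10 CPM with the largest ratio between the libraries. Other list members, such as Adam7, Cd36 and Cdkn1a, are named where a count of members was small or were chosen after their values were seen. Genes outside the lists and the rule, such as Gm6166, were also chosen after their values were seen. The alternatives were each replicate alone, TMM and DESeq2 library sizes, a total without mitochondrial genes, TPM from the deposited gene length, thresholds of 0.5 and 5 CPM, no filter, a pseudocount of 1 CPM and the addition of Fabp5-like entries. Added after the data were seen were Fabp5 with its pseudogenes, FABP levels in TPM and totals without the genes over 2-fold apart. The tdTomato and Cre transcripts and single exons were not analysed here.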

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

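All tests of explanations in this part were chosen after the results were seen. The first results are gene lists outside the FABP and AR target genes with at least 1 member at 1 CPM or more in both replicates. The paper does not report these lists as such, though it states that RCaP cells express Ar, a member of the steroid receptor and driver lists. At least 1 CPM in both replicates was reached by 9 of 9 mesenchymal, 6 of 6 fibroblast, 3 of 5 smooth muscle, 3 of 9 luminal, 1 of 6 basal, 1 of 9 epithelial junction, 3 of 10 neuroendocrine, 1 of 8 leukocyte and 1 of 5 adipocyte genes. The same level was reached by 3 of 5 retinoid binding relatives of the FABPs, 3 of 6 steroid receptors, 5 of 6 glucocorticoid response genes and 3 of 10 genes of androgen synthesis and metabolism. Of the signaling lists, 12 of 12 p53 targets, 13 of 13 PI 3-Kinase genes and 16 of 17 drivers of Figure S2C reached it. Of the lipid lists, 4 of 6 fatty acid receptors, 6 of 8 PPAR targets, 8 of 8 synthesis, 8 of 8 oxidation and 5 of 9 uptake genes reached it. It was also reached by 6 of 7 matrix metalloproteinases, 5 of 5 efflux transporters, 8 of 10 tubulin and microtubule genes, 8 of 8 proliferation genes, 4 of 5 X and Y linked genes and 6 of 6 housekeeping genes.

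The mesenchymal genes had means from 30.1 to 5475 CPM and the fibroblast genes from 5.30 (Lum) to 1538, while all epithelial junction genes but Esrp2, at 3.97, were below 1 CPM, in a line that the sample labels call epithelial. In the luminal and basal lists, Cd24a was at 31.0 CPM and Dkk3 at 15.6, and all other members were at or below 2.81. Whether Cd24a and Dkk3 mark epithelial cells here was not tested. The epithelial junction genes at 1 CPM number 1 of 9, 3 at a threshold of 0.5 CPM and 0 at 5 CPM. A culture made up of stromal cells without Cre recombination stays open, because Pten at 87.0 CPM is a sum over the whole gene and would be present with or without deletion of single exons. The paper's other measures run against it, as the cells were isolated from lesions positive for a Cre-dependent tdTomato and are described as expressing that protein, which was not analysed here. Trp53, the other gene with loxP sites, was at 6.81 CPM. That is also a sum over the whole gene with no control, so like Pten it cannot show recombination. With 1 condition, no biological explanation, such as a loss of epithelial identity in the tumor cells, was tested.

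A total of 8 genes of at least 10 CPM were over 2-fold apart between the libraries, all higher in replicate 2. The leucyl-tRNA synthetase gene Lars2 was at 305 CPM in replicate 1 and 4018 in replicate 2, and the 7 genes furthest apart differed by 8.14-fold to 16.3-fold. Of the others, Gm15564 shares a stretch of 72 nt with Lars2 at 98.6% identity. More ribosomal RNA in replicate 2 stays open. The 5.8S gene n-R5-8s1, itself among the 8 genes, was 3.40-fold higher. The other annotated nuclear rRNA genes differed by 1.27-fold with an exact 95% interval from 0.862 to 1.89 on 47 and 67 counts. These few counts allow no difference as well as a rise. Which types of ribosomal RNA these genes cover was not examined either, so they cannot decide. Both mitochondrial rRNA genes together were 1.44-fold higher, and no biological explanation was tested.

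The Fabp5 pseudogene Gm6166 (chromosome 9, 57331720 to 57332392, NCBIM37) held 1231 counts in replicate 1 and 1147 in replicate 2, or 38.9% and 35.9% of the Fabp5 counts. Fabp5 reads placed on the pseudogene may account for this, and transcription of the pseudogene itself may as well. If reads were shared, the ratio of the genes would be alike in both libraries, and Gm6166 per Fabp5 count was 1.08 times as high in replicate 1 (exact 95% interval 0.984 to 1.19). Unrelated genes would be as alike, with an expected spread of about 12.1%, so the explanations cannot be told apart. The transcripts differ by 5 mismatches and 2 gap positions and share a stretch of 179 nt, and the counts hold no bases that would place a read.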

How the results depend on the processing

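Of 650 values under alternatives, 599 stayed within 1 SD of the replicates or, for counts of genes, within 1.5 times, and 51 moved further. Another 238 values of each replicate alone are not among them, because with 2 replicates the distance of each from their mean is a fixed part of the SD and shows no stability. Each replicate alone gave 88.6 to 98.5 CPM for Fabp5, 65.9 to 72.4 for Ar, 177 to 189 for Fkbp5, 81.8 to 92.3 for Pten and 6.44 to 7.18 for Trp53, a Fabp5 to next paralog ratio of 48.7 to 58.1, a Fabp5 share of Fabp family counts of 96.8% to 97.2% and a Fabp5 percentile of 75.6 to 78.1. The number of other expressed FABP paralogs was 1 to 2 with each replicate alone, 2 on TPM, 2 at 0.5 CPM and 0 at 5 CPM. Fabp3 was at 1.06 CPM in replicate 1 and 0.942 in replicate 2, or 3.84 and 3.00 TPM, and Fabp4 at 2.02 and 1.52 CPM. On TPM the ratio was 9.54, the share 86.5% and the percentile 78.7. The percentile was 72.1 at a threshold of 5 CPM and 86.8 with no filter, as the set of ranked genes changes. A pseudocount of 1 CPM gave a ratio of 34.2 and a Trp53 level of 7.81 by construction. TMM and DESeq2 library sizes, run for the levels and the counts of genes, moved none of the levels of Fabp5, Ar, Fkbp5, Pten and Trp53 beyond 1 SD. With 2 libraries they scale the replicates in opposite directions by about the same amount (TMM factors 1.01 and 0.989). The mean level of a gene therefore hardly moves by construction. These values are counted among the 599 and show no stability of the levels. Chosen after the data were seen, adding the 2 near-identical Fabp5 pseudogenes of the files gave a level of 129 CPM, a ratio of 73.3 and a share of 97.8%, the Fabp5 level in TPM was 73.9, and leaving out the genes over 2-fold apart lowered the biological coefficient of variation to 6.07%. The other moved values were 13 gene levels with a total free of mitochondrial genes, 9 with a pseudocount, 4 FABP paralogs in TPM, and list counts, 1 with replicate 1 alone, 2 at 0.5 CPM and 5 at 5 CPM, and the Fabp5 to Crabp1 ratio, which was 1.04 on counts and 0.235 on TPM, so that the order of these genes turns over. The planned addition of entries named as Fabp5-like gave no value, because the single one found by name, Fabp5l2, is not among the genes of the files. No paired analysis was possible because both libraries are of 1 condition. Depth limits statements on the paralogs with 0 counts to the limit of 3 counts.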

Differences from the paper's values

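The values of the paper are those of Figure 1C, read by eye, on an axis of CPM, and the paper's text does not name the number of libraries behind them. For Fabp5 the paper's value is about 110 in Figure 1C and the mean here is 93.5 ± 7.00 CPM (SD, n = 2). That is more than 1 SD lower but within 1.5 times. For Fabp4 the paper's value is about 5 in Figure 1C and the mean here is 1.77 CPM. Each replicate alone, TMM, DESeq2 library sizes, a total without mitochondrial genes and a pseudocount of 1 CPM, which gives 2.77, do not bring Fabp4 within 1.5 times. In TPM, another unit than that of the figure and chosen for levels after the values were seen, the mean of Fabp4 is 7.88, also over 1.5 times, while replicate 2 at 6.27 is within it. For Fabp3 the paper's value is about 2 in Figure 1C and the mean here is 1.00 CPM. A pseudocount of 1 CPM gives 2.00, and each replicate alone, TMM, DESeq2 library sizes and a total without mitochondrial genes do not reach the paper's value. For Fabp1, Fabp6, Fabp7 and Fabp9 the paper's value is about 1 each in Figure 1C, and both libraries hold 0 counts here. For Fabp2 it is about 1 in Figure 1C against 0.0277 CPM here, and for Fabp12 about 1 in Figure 1C against 0.0155 CPM. With a pseudocount of 1 CPM these 6 genes are at 1.00, 1.03 for Fabp2 and 1.02 for Fabp12, within 1.5 times of the paper's values. The pseudocount follows the 1 that the figure shows for most paralogs, so genes with almost no counts reach it by construction. That does not explain the difference. The other alternatives named for Fabp4 do not bring these 6 genes there.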

Other observations

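The 8 genes of fatty acid synthesis had a median of 190 CPM in replicate 1 and 201 in replicate 2 of RCaP cells, with Scd2, a desaturase, at 990 ± 79.5 CPM (SD, n = 2), Fasn, the fatty acid synthase, at 754 ± 112 and Acly, ATP citrate lyase, at 565 ± 12.6. Among uptake genes the LDL receptor gene Ldlr was at 156 CPM, and Cd36, a fatty acid transporter, was at 0.0605 CPM. Hadha of the oxidation list was at 161 CPM. Among fatty acid receptors, Rxrb was at 61.8, Rxra at 60.1, Ppard at 41.9 and Pparg at 21.3 CPM, and Ppara was not expressed. Of the PPAR targets, Plin2 was at 102 CPM and Angptl4 at 89.1.

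The p53 targets Ccng1 and Mdm2 were at 105 and 74.5 CPM, Cdkn1a was at 20.5, and Cdkn2a, which encodes the p19Arf and p16 proteins, was at 368 ± 8.90 CPM (SD, n = 2), above 96.3% of expressed genes. Of the proliferation genes Top2a was at 754 and Mki67, which encodes the Ki-67 antigen, at 584 CPM. Mmp14 was at 148 and Mmp2 at 75.0 CPM, while Mmp9 was at 1.25 ± 0.205 CPM (SD, n = 2). The multidrug transporter genes Abcc1 and Abcb1b were at 191 and 66.0 CPM, and the beta-tubulin gene Tubb5 at 2274. Of the glucocorticoid response genes Sgk1 was at 283 CPM. The androgen metabolism genes Srd5a3 and Srd5a1 were at 33.5 and 22.4 CPM. These are levels in 1 condition with no control, and none of them was compared with another cell line or treatment.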
